# Comparative transcriptional analysis of satellite glial cell injury response

**DOI:** 10.12688/wellcomeopenres.17885.1

**Published:** 2022-05-19

**Authors:** Sara Elgaard Jager, Lone Tjener Pallesen, Lin Lin, Francesca Izzi, Alana Miranda Pinheiro, Sara Villa-Hernandez, Paolo Cesare, Christian Bjerggaard Vaegter, Franziska Denk

**Keywords:** Glia cells, satellite glial cells, single cell RNA sequencing, pain, dorsal root ganglia, nerve injury, cholesterol biosynthesis

## Abstract

**Background:** Satellite glial cells (SGCs) tightly surround and support primary sensory neurons in the peripheral nervous system and are increasingly recognized for their involvement in the development of neuropathic pain following nerve injury. SGCs are difficult to investigate due to their flattened shape and tight physical connection to neurons *in vivo* and their rapid changes in phenotype and protein expression when cultured *in vitro*. Consequently, several aspects of SGC function under normal conditions as well as after a nerve injury remain to be explored. The recent advance in single cell RNA sequencing (scRNAseq) technologies has enabled a new approach to investigate SGCs.

**Methods:** In this study we used scRNAseq to investigate SGCs from mice subjected to sciatic nerve injury. We used a meta-analysis approach to compare the injury response with that found in other published datasets.  Furthermore, we also used scRNAseq to investigate how cells from the dorsal root ganglion (DRG) change after 3 days in culture.

**Results:** From our meta-analysis of the injured conditions, we find that SGCs share a common signature of 18 regulated genes following sciatic nerve crush or sciatic nerve ligation, involving transcriptional regulation of cholesterol biosynthesis. We also observed a considerable transcriptional change when culturing SGCs, suggesting that some differentiate into a specialised *in vitro* state while others start resembling Schwann cell-like precursors.

**Conclusion: **By using integrated analyses of new and previously published scRNAseq datasets, this study provides a consensus view of which genes are most robustly changed in SGCs after injury. Our results are available via the Broad Institute Single Cell Portal, so that readers can explore and search for genes of interest.

## Introduction

Satellite glial cells (SGCs) are found in peripheral ganglia, where they tightly envelop each neuronal cell body in defined SGC-neuron units. With their flattened morphology, only ~20μm away from the neuronal soma, they are ideally located to communicate with neurons and provide a protective homeostatic microenvironment ^1– 9^.

Several studies have investigated the responsiveness of SGCs in rodent models of nerve injury, where the peripheral axonal branch is damaged through e.g. ligation, transection or crush. Despite such neuronal injury being induced at a substantial distance from SGCs in the dorsal root ganglia (DRG), it clearly has a knock-on effect on their function ^10– 13^. To date, SGC reactivity has mainly been studied with focus on changes in ATP signalling between neurons and SGCs, a decrease in K ^+^ buffering capacity, and an increase in the number of SGC-SGC gap junctions. Thus, somata of injured neurons are believed to release ATP in an action potential dependent manner, activating P2Y4, P2X7 and/or P2Y12 receptors on SGCs. This, in turn, modulates feedback signalling and, ultimately, the excitability of neurons ^9, 14, 15^. A decreased K ^+^ buffering of SGCs is thought to be driven by a reduced expression of the Kir4.1 channel ^16– 18^. This likely contributes to an increased concentration of extracellular K ^+^ within the SGC-neuron unit and thereby increases neuronal excitability ^9^. Finally, changes are observed in SGC-SGC gap junction connectivity, with a rise in the expression and functional assembly of connexin43 ^19– 24^. While such increased gap junction connectivity has been shown to be important for facilitating the spread of Ca ^2+^ waves ^24^, the functional consequences of this communication remain unclear.

Beyond injury, relatively little is known about the basic biology of SGCs, primarily due to their flattened morphology and close proximity to neurons, which complicates immunohistochemical studies and *in vivo* experiments ^7^. Additionally, SGCs rapidly change their phenotype in culture, making *in vitro* experiments similarly challenging ^25, 26^. It is therefore encouraging that recent advances in single cell RNA sequencing (scRNAseq) have made it possible to study the transcriptional profile of these cells in previously unprecedented detail. To date, six papers and preprints have included such SGC scRNAseq studies in mice, with focus on either development ^27, 28^, species comparison ^29^ or nerve injury ^10, 30, 31^. Furthermore, our team published a bulk RNA-seq experiment with focus on nerve injury ^13^.

Here, we present two additional scRNAseq datasets on mouse SGCs, which we analysed in conjunction with those previously published. Such a meta-analytic approach is especially important for scRNAseq experiments, since they are frequently performed on limited biological replicates due to financial constraints. It is therefore especially important to compare findings across studies, to investigate which changes are replicable across models and laboratories.

While we were able to identify a reproducible transcriptional nerve injury signature in SGCs, the number of genes found commonly regulated across datasets was small. Furthermore, we compared the transcriptional profiles of acutely isolated SGCs with those cultured *in vitro*. Our findings confirm that cultured SGCs indeed present a different transcriptional profile relative to those acutely isolated ^26^. Finally, we compiled the datasets we analysed and made them easily accessible at the Broad Institute’s Single Cell Portal ( https://singlecell.broadinstitute.org/single_cell/study/SCP1539/) for other scientists to investigate their genes of interest.

## Methods

### Animals

All mice were housed under standard conditions with 12h light/dark cycle and free access to standard chow and water. For the spared nerve injury (SNI) experiment, 13-week-old male C57BL/6J mice from Janvier labs were housed in pairs of 2 littermates. Small-grained bedding was used after SNI. The SNI experiment was approved by the Danish Animal Experiments Inspectorate under the Ministry of Environment and food (permission number 2017-15-0201-01192-C1). For the culture experiment, two-week-old male and female SWISS mice from Janvier labs were used. This animal experiment was conducted in accordance with the EU legislation for the care and use of laboratory animals (Directive 2010/63/EU) and the German Animal Welfare Act (“Tierschutzgesetz”, 2019).

### Spared nerve injury (SNI)

SNI was performed in the left and right hindleg according to a method described previously ^32^. The procedure was performed under isoflurane (IsoFlo Vet, Abbott) anaesthesia. The sciatic nerve was exposed with skin incision and blunt dissection of the overlying muscle. A 6.0 vicryl suture was used to tightly ligate and then cut the common peroneal and tibial branches of the sciatic nerve, with the sural nerve left intact. The wound was closed with surgical tissue adhesive (Indermil Tissue Adhesive, Henkel), and for local analgesia a droplet of lidocaine SAD (10 mg/ml; Amgros I/S) was applied to the wound. Buprenorphine (0.3 mg/ml; Temgesic, RB Pharmaceuticals) and the antibiotic ampicillin (250 mg/ml; Pentrexyl; Bristol-Myers Squibb) were mixed and diluted 1:10 in isotonic saline (9 mg/ml; Fresenius Kabi) and 0.1 ml was injected subcutaneously following surgery for peri-operative analgesia and protection against infection. The operation was performed bi-laterally to ensure enough material for the sequencing, and eight L3 and L4 DRGs were collected from 2 mice per condition (naïve, 7 days post SNI and 14 days post SNI).

### Cultured DRG cells

The 2-week-old mice were euthanized with CO _2_ before they were disinfected in 70% ethanol and decapitated. DRGs from cervical, thoracic, and lumbar levels were dissected. The ganglia were then incubated in 2.5 ml CD dissociation buffer (DMEM + GlutaMAX, Thermo Fisher, 31966-021 with 3.6 mg/ml glucose, Carl Roth, NH06.3, 3 mg/ml Collagenase type IV, Worthington, LS004186, and 6 mg/ml Dispase, Worthington, LS02109) for 40 min at 37°C. Next, the CD dissociation buffer was replaced by 5 ml D dissociation buffer (DMEM + GlutaMAX with 3.6 mg/ml glucose, and 3mg/ml Dispase) for a further 40 min at 37°C. Following enzymatic digestion, the cells were manually triturated in cell medium (DMEM + GlutaMAX with 5% horse serum, Thermo fisher, 26050-070 and 0.5% Penicillin-Streptomycin, Sigma Aldrich, P4333-20ML), after which the cellular solution was cleared of debris by gradient centrifugation through 4 layers of various percentages of OptiPrep ^TM^ (Sigma Aldrich, D1556-250ML) in cell medium (from the bottom: 28% OptiPrep with resuspended cells, 15%, 8% and 0%). The gradient was centrifuged at 800xg for 22 min, and cells were recovered from the interface between the 15% and 8% layer. The DRG cells were plated with a density of 560 neurons per mm ^2^ on laminin coated 24-well plates and kept for 72h at 37°C, 5% CO _2_.

### Dissection and processing of DRGs for scRNAseq

**SNI experiment (Cell_SNI):** Mice were anaesthetized using isoflurane and transcardially perfused using 10-20 ml DPBS (Thermo Scientific, SH3002802). L3 and L4 DRGs were identified and collected from both sides as previously described ^33^. For each time point (naïve, 7 days and 14 days post SNI) L3 and L4 DRGs were dissected from 2 mice and pooled (8 DRGs/sample) in ice-cold HBSS (Gibco, 14170088). DRGs were centrifuged for 4 min at 500 xg at 4°C and incubated in 1 ml dissociation buffer (2.5mg/ml collagenase, Sigma Aldrich, C9722, and 5 U/ml dispase II, Sigma Aldrich, D4693 in DPBS) for 30 min at 37°C in 5% CO _2_. Following enzymatic digestion, the cells were manually triturated using a p1000 pipette until homogenous. 9 ml of PBS was added (Sigma, D8537), and cells were centrifuged at 500xg for 8 min, 4°C and incubated for 10 min at 37°C in 0.5ml trypsin-EDTA (0.25% trypsin w/v and 0.1% EDTA w/v, Sigma 59418C diluted 1:1 in DPBS). 5 ml HBSS with 10% (v/v) Fetal Bovine Serum (FBS, Sigma, F9665) was added to stop the reaction. The cell suspension was centrifuged at 500xg, 4°C for 8 min, and the cell pellet resuspended in 1 ml HBSS with 40 Kunitz units Deoxyribonuclease I (Sigma Aldrich, DN25-1G) before filtration through a 40µm cell strainer (VWR, 734-0002). Following a final centrifugation for 10 min at 500 xg, 4°C the cells were resuspend in PBS, 5% (v/v) FBS at a concentration of 1000 cells/ul.

**Cultured DRG cells (Cell_culture):** The cells were maintained in culture for 72h before they were detached with Trypsin-EDTA 0.25% w/v, centrifuged, counted, and processed for 10X scRNAseq.

### scRNAseq on 10X Chromium (Cell_SNI and Cell_Culture)

To construct scRNAseq libraries, the cell suspensions were processed with the Chromium Single Cell 3’ GEM, Library & Gel Bead Kit v3 (10x Genomics, PN 1000075) according to the manufacturer’s instructions. During this process, the 10X Chromium device uses a microfluidic system to partition each cell into a single droplet, each containing sequencing barcodes and the enzymes required for reverse transcription. The barcodes are specific to each droplet and ensure that it is possible to identify which transcripts were detected in which cell after sequencing. The libraries were sequenced using DNBSEQ-G400. The raw sequencing reads were processed using Cell Ranger version 3.0.2 and mapped to the reference genome mm10-3.0.0, Ensemble 93 (see Table 1 for cell numbers and mapping statistics). The three Cell_SNI conditions (naïve, 7 days, 14 days) were processed on the same 10X chip and in the same subsequent library preparation, in order to minimise batch effects. Equally, the two replicates of the cultured cells were processed on the same 10X chip.

**Table 1.** Meta-data of the Cell_SNI and Cell_culture datasets.

	Estimated cell number	Mean reads per cell	Median genes per cell
**Cell_SNI, naïve**	3,748	111,532	1,508
**Cell_SNI, 7 days**	3,281	121,501	1,824
**Cell_SNI, 14 days**	4,908	84,366	1,856
**Cell_culture, A**	5,175	14,948	2,366
**Cell_culture, B**	5,773	12,764	2,210

### Quality control of scRNAseq

The Cell_SNI and Cell_culture count matrices were analysed with Seurat v3 ^34^ in R. The previously published datasets with focus on nerve injuries ^10, 30, 31^ were reanalysed with Seurat v3 from the count matrices made available on the Gene Expression Omnibus website (GSE139103, GSE154659 and GSE155622). To ensure that we analyse high quality cells, we started by filtering out those with less than 200 detected genes. We further filtered out likely dead cells, based on mitochondrial gene expression permitting a maximum of 30% gene expression being mitochondrial, tailoring the precise cut-off value to each individual dataset ( Table 2).

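In Cell_culture almost all barcodes passed the filter. With at least 200 detected genes and at most 10% of UMIs from the 13 mitochondrial genes, 5066 cells of library A and 5664 of library B were kept, 10730 of 10948 in all (98.0%, exact 95% binomial interval 97.7 to 98.3). The mitochondrial limit removed 109 barcodes in each library, and 5 barcodes had fewer than 200 genes. The median mitochondrial share was 6.03% in A and 5.94% in B before filtering. A stricter limit of 5%, which lies below this median, left 2047 cells.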

**Table 2.** Overview of details for analysis of the datasets. All cells passed the quality control in the Renthal *et al.* and Wang *et al.* datasets because the used datasets had already been through pre-processing.

Dataset	Cut-off for mitochondrial genes (%)	Number of cells after quality control	Resolution for clustering	Dimensions (PCA and clustering)	Doublet cut-off for SGC cluster (# nFeature_RNA)
**Cell_SNI**	30%	10901 out of 11937	0.08	1:20	3500
**Cell_crush**	15%	6838 out of 6975	0.08	1:20	2500
**Cell_culture**	10%	10563 out of 10948	0.18	1:20	NA
**Renthal *et al.***	10%	141093 out of 141093	0.5	1:20	NA
**Wang *et al.***	5%	20806 out of 20806	0.08	1:20	NA

### Clustering and visualization of scRNAseq

Next, we performed normalization of the raw transcript counts detected in each cell. The normalization is a two-step process consisting of scaling and transformation. Scaling is performed by calculating counts per 10,000 counts. This provides count concentration instead of absolute number, which is useful since cells vary in size and therefore also in number of mRNA molecules. Furthermore, scaling removes efficiency noise, which arises because the v3 chemistry used for sequencing is not equally effective in each droplet. Next, natural-log transformation using log1p is performed on each scaled count number for each gene in each cell. This ensures that highly expressed genes are not given more weight in the downstream integration analysis compared to lowly expressed genes.

Following the standard Seurat pipeline for clustering and integration of datasets, we next identified the 2000 genes that showed the highest cell-to-cell variability using the parameter “vst” with the FindVariableFeatures function. The genes with the highest cell-to-cell variability can also be determined by other methods such as “mean.var.plot” or “dispersion”. Using all three methods we found gene lists and showed that the subsequent cell clustering is stable with the different methods. We used the “vst” method as our primary method of identifying the most variable genes throughout the remaining analyses. For information on the mathematical framework for identification of highest variable genes please consult the Seurat documentation. Where necessary (i.e. when comparing across 10X chips/experiments from different laboratories), we used these genes to integrate the datasets. Integration mitigates the impact of batch effects on subsequent cluster analysis ^35^.

After variable gene identification, we applied a linear transformation step and performed PCA, which is used as the foundation for clustering and Uniform Manifold Approximation and Projection (UMAP, Table 2). UMAP provides a two-dimensional reduction, enabling visualization of the datasets, while the clustering identifies similar cells. Finally, by comparing all genes expressed in each cluster, we identified the genes that are highly expressed (marker genes) and used those to annotate the clusters with a cell type. Full R analysis scripts are available in the supplementary (Extended notebook).

### Comparison of dataset annotations with scMAP

The annotations of the clusters in the Cell_crush dataset from Avraham *et al.* ^10^ and the Cell_SNI dataset were compared to each other with scMAP ^36^ to ensure annotation consistency. We used scMAP to project each cell in the Cell_SNI dataset to the cell types identified in the Cell_crush dataset. The projection is based on the 500 most informative genes identified with the selectFeatures function in the scMAP package (Extended notebook). The selectFeatures function uses a linear model to capture the relationship between mean expression and number of dropouts (zero expression). The most informative genes are identified as the ones with more dropouts than expected, i.e. those not present in some clusters. The output of the scMAP projection is a Sankey plot, illustrating how the annotations in the datasets compare to each other.

### Additional quality control of the SGC cluster

With droplet-based sequencing technologies like 10X, there is a risk of doublets, with two cells being captured in the same droplet, and barcoded as one. An often-used strategy to eliminate doublets is to set a threshold for the number of detected genes in each cell. However, the cell types contained within a DRG are very heterogenous, ranging from very large sensory neurons to small immune cells. The difference in cell size results in the detection of relatively many genes in neurons and fewer genes in the immune cells (see Extended Figure 1) ^37^. Due to this heterogeneity, it is not possible to set a universal threshold that filters out SGC doublets without depleting neurons. Since all our downstream analyses focused on SGCs only, we subset the SGC cluster and adjusted our duplet-filtration threshold to fit this particular cell population (Extended notebook and Table 2). 

### Differentially expressed genes in SGCs

Differentially expressed genes were identified with Seurat v3 based on the unintegrated data (including all genes) using the non-parametric Wilcoxon rank sum test. For us to consider a gene to be differentially expressed, it needed to be present in at least 10% of SGCs in either the naïve or injured conditions, have a log2 fold change of at least 0.25 and an adjusted p value of less than 0.05. To avoid introducing technical artefacts, we only performed these analyses within individual batch-controlled datasets (Cell_SNI and Cell_crush; i.e. those deriving from the same 10X chip) and then compared the resulting lists of differentially expressed genes across studies. The gene ontology enrichment was done with Metascape ^38^ using their web interface for multiple lists. 

### Comparison of isolated and cultured SGCs (Cell_SNI versus Cell_culture)

The Cell_SNI and Cell_culture datasets were integrated using Seurat v3. Joint clusters were identified and annotated as described above. To investigate the SGC cluster further, we subset it and performed normalization, integration, clustering and visualization again on the raw counts. This resulted in 5 different SGC subclusters. We compared the transcriptome of our joint SGC dataset to a scRNAseq dataset of the developing mouse nervous system from Furlan *et al.* ^39^, using the matchReferences() function of SingleR ^40^ (see Extended notebook for more details). The function finds the probability of a cell in the SGC dataset being assigned each label in the dataset from Furlan *et al.* and vice versa. A probability of 1 indicates that there is a 1:1 relation between that pair of labels while a probability of 0 indicates that the cell clusters are not similar.

## Results

### Cell annotations in different scRNAseq data sets

In this analysis four different sets of single cell or single nucleus RNAseq data from mouse DRGs after different nerve injuries (see Table 3) were included. Three datasets are published ^10, 30, 31^ and available online (GSE139103, GSE154659 and GSE155622) while the fourth scRNAseq dataset of SNI responses at day 7 and 14 in the DRG is published in this work (GSE174430). The overall goal of this analysis was to identify if SGCs share a common response to nerve injuries across different experimental conditions.

**Table 3.** Overview of the different single cell and single nucleus RNAseq datasets analysed in this paper.

Publication	Dataset	Mouse strain	Age	Sample prep	Condition	scRNA-seq	Included in injury response analysis	Included in culture comparison analysis
**Avraham** ***et al.* 2020**	**Cell_crush**	**C57Bl/6J**	**8-12 weeks**	**Dissociation** **with collagenase** **and papain,** **sorted with FACS**	**Crush, 3** **days**	**Whole cell, 10X**	**Yes**	**No**
**N/A**	**Cell_SNI**	**C57Bl/6J**	**13 weeks**	**Dissociation** **with collagenase** **and dispase,** **followed by** **trypsin**	**SNI, 7 &** **14 days**	**Whole cell, 10X**	**Yes**	**Yes**
**N/A**	**Cell_culture**	**SWISS**	**2 weeks**	**Dissociation** **with collagenase** **and dispase**	**uninjured,** **cultured** **for 3 days**	**Whole cell, 10X**	**No**	**Yes**
Renthal *et al.* 2020	N/A	C57Bl/6J	8-12 weeks	Extraction of nuclei	various injuries	Nucleus, InDrops	No	No
Wang *et al.* 2021	N/A	C57Bl/6J	7-8 weeks	Dissociation with enzymes, sorted with Percoll gradient	SNI at various time points	Whole cell, 10X	No	No

First, the published datasets were re-analysed, focusing specifically on SGC clusters. It was apparent that the SGC scRNAseq data from Renthal *et al.* and Wang *et al.* contain a substantial amount of neuronal background signal. Specifically, the top differentially expressed genes after nerve injury in non-neuronal cell types all resemble the same ‘canonical’ neuronal response profile. For example, genes such as Gal, Atf3, Npy, Nts and Sprr1a were regulated in the SGC clusters (see Extended Figure 2 and Extended Excel Sheets “Renthal et al 7d” and “Wang et al 7d” for the full list of differentially expressed genes). While both studies contain an impressive amount of data, with cells taken from many different time points and nerve injury models, both were also designed with a focus on DRG neurons – and as it turns out, this impacts their suitability for the analysis of differential gene expression in non-neuronal cells. To avoid any bias in our SGC analysis, these datasets therefore had to be excluded from the meta-analysis.

From the two remaining datasets, the sciatic nerve crush data from Avraham *et al.* (Cell_crush) ^10^ and the sciatic nerve ligation dataset (Cell_SNI) presented here, different cell populations were identified using unsupervised clustering and visualised with UMAP plots ( Figure 1A). To determine the nature of each cell cluster, the expression of marker genes was investigated ( Figure 1B) and the datasets were annotated individually based on the top marker genes for each cell type ( Figure 1A). The annotations were shown to be consistent between datasets using the package scMAP, which projects one dataset annotation on to the other ( Figure 1C). No differences in cell types present in the datasets were detected, however, minor variations in the cell proportions were observed. Specifically, more Schwann cells were detected in Cell_SNI, and more fibroblasts and macrophages in Cell_crush ( Figure 1D). This phenomenon is presumably due to the different dissociation techniques applied ( Table 3).

**Figure 1.**
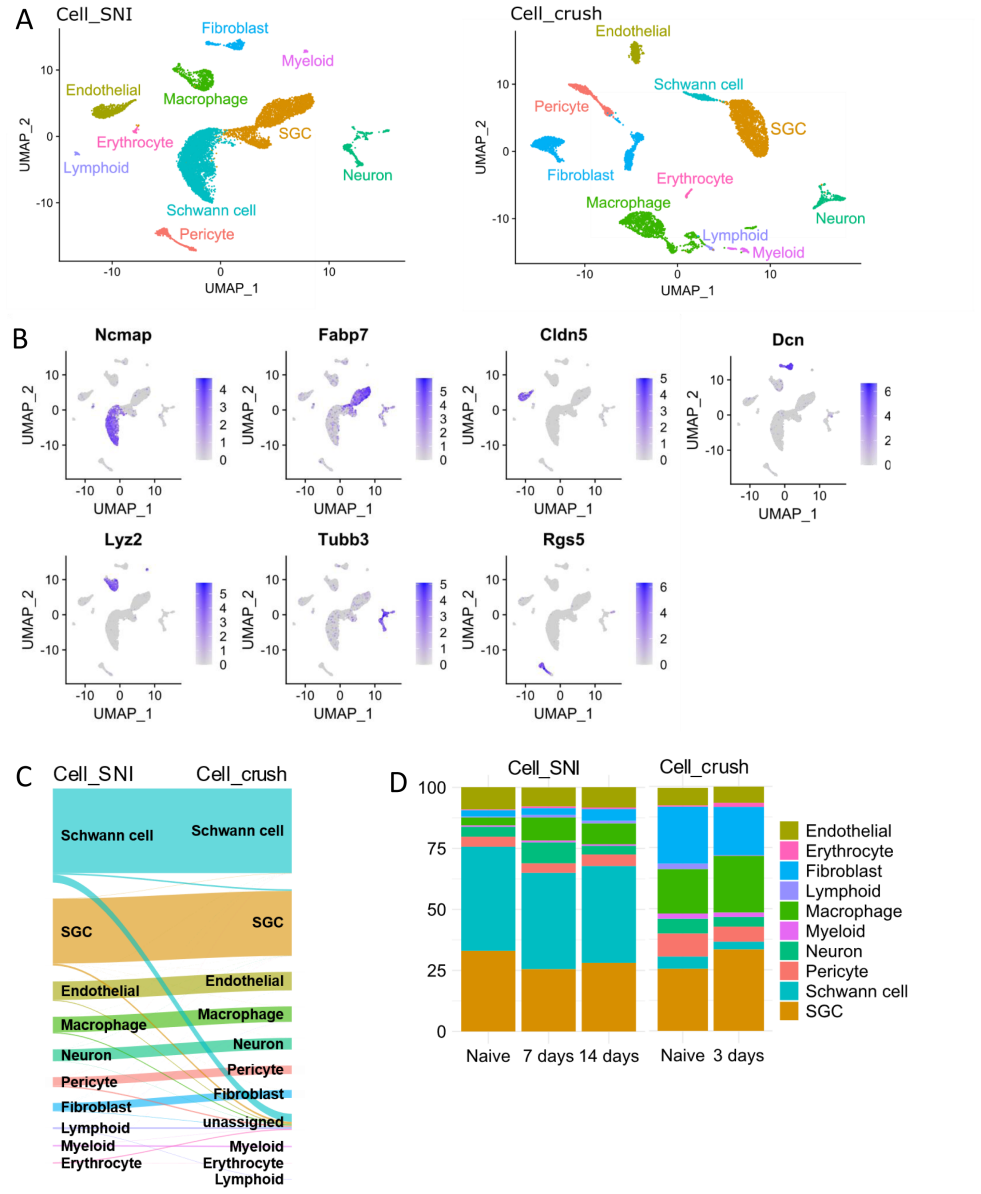
SGCs are easily identifiable in the Cell_SNI and Cell_crush datasets. **A**) UMAPs of the Cell_SNI and Cell_crush datasets highlighting the identified cell types. **B**) UMAPs of the Cell_SNI dataset highlighting gene expression used to identify the cell types. Ncmap = Schwann cells, Fabp7 = SGCs, Cldn5 = endothelials, Dcn = fibroblasts, Lyz2 = macrophages, Tubb3 = neurons, Rgs5 = pericytes. **C**) Sanky diagram showing the projection of the Cell_SNI dataset on to the Cell_crush dataset. **D**) The percentage distribution of the cell types in the dataset. Cell_SNI naïve = 3486 cells, Cell_SNI 7 days = 3029 cells, Cell_SNI 14 days = 4386 cells, Cell_crush naïve = 3090 cells, Cell_crush 3 days = 3748 cells

### SGCs demonstrate a common response to nerve injury across tested conditions and timepoints

The response of SGCs to nerve injury was investigated. Both datasets contain SGCs from L3-L5 DRGs following sciatic nerve injury. Many, but not all, neuronal somata in these DRGs project their axons to the sciatic nerve ^41^. Consequently, not all SGCs in the samples from injured conditions would have been surrounding an injured neuron.

First, it was assessed if unsupervised cluster analysis could distinguish SGCs that had been surrounding an injured neuron from those that had not. To ensure that the analysis contained enough data to enable sub-clustering, the SGCs from the two datasets were combined and integrated ( Figure 2A). The integration and cluster analysis were performed using the 2000 most variable genes expressed in the SGCs using the “vst” method (see Methods). It was, however, not possible to identify a cluster consisting exclusively of SGCs from injured mice, neither when analysing all SGCs integrated together ( Figure 2B and C, Extended table 1), nor when analysing them individually within each dataset (Extended Figure 3). The analysis was repeated with alternative methods (“dispersion” or “mean.var.plot”) of identifying the 2000 variable genes (Extended figure 4). Even though the lists of genes with the highest cell-to-cell variability differs between the 3 different methods of analysis, the subsequent cell clustering did not identify clusters containing only SGCs from the injured condition (Extended figure 5, Extended table 1). This suggests that the differences induced by nerve injury are comparatively more subtle in SGCs than in DRG neurons, which clearly cluster together when damaged ^30^. It also suggests that, if an injury-specific SGC cluster were to exist, it would require substantially larger datasets, with more cells increasing the chance of detecting more subtle changes in the SGC transcriptome.

**Figure 2.**
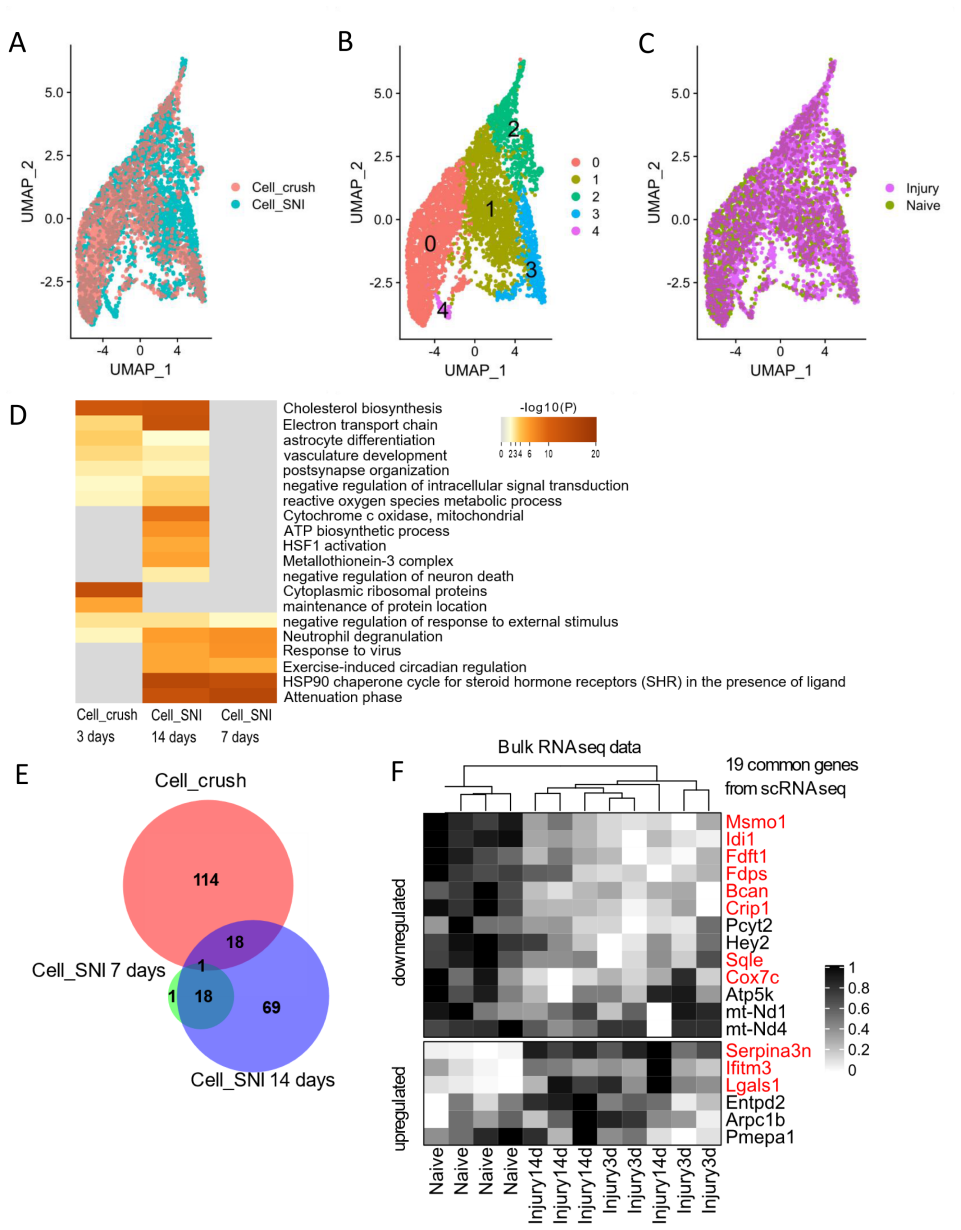
Common injury response of SGCs. **A**– **C**) UMAPs of combined and integrated SGCs from the Cell_SNI (3153 cells) and Cell_crush (2147 cells) datasets. **A**) UMAP coloured based on dataset. **B**) UMAP coloured based on clustering. Each number/colour denotes a cluster. **C**) UMAP coloured based on injury condition with 3321 SGCs from injured condition and 1979 SGCs from uninjured condition. **D**) Heatmap of enriched gene annotation terms. The top 20 highest ranking terms are shown. **E**) Venn diagram of number of differentially expressed genes in SGCs in Cell_crush and Cell_SNI datasets when comparing injured states to naïve. **F**) Heatmap displaying expression levels from bulk RNAseq data (Jager et al) containing n=4 for per condition (naïve, 3 days and 14 days after injury). The genes extracted here are the 18+1 common genes between the Cell_SNI and Cell_crush datasets from Figure 2C. The genes marked in red are also differentially regulated in the displayed bulk RNAseq.

Next, differentially expressed genes were identified by comparing all SGCs from the injured sample with those from the naive. The differential analysis was performed within each dataset to avoid adding batch effects and additional noise. In the Cell_SNI dataset, SGCs from seven days (794 cells) and 14 days (1268 cells) after nerve injury were compared to the gene expression in SGCs from naïve mice (1210 cells). In the Cell_crush dataset SGCs from three days (1318 cells) after a crush injury were compared to SGCs from naïve mice (829). 

Despite differences in both time point and injury type, common differentially regulated genes were found to be enriched in related gene annotation groups ( Figure 2D and Extended Excel Sheet: DE_analysis_metascape). For example, in both Cell_SNI at 14 days and Cell_crush at three days, genes were enriched in cholesterol biosynthesis (Extended Figure 6 and Extended Excel Sheet: DE_analysis_metascape).

To identify which specific regulated genes the Cell_SNI and Cell_crush datasets have in common, the lists of differentially expressed genes were compared ( Figure 2E). 18 genes were identified as common between Cell_SNI at 14 days and Cell_crush at three days – an enrichment that is 12x larger than expected by chance (as determined by hypergeometric probability calculations, assuming a total population of 10,000 genes as being expressed in SGCs). The common genes include five genes of the cholesterol biosynthesis pathway which contains a total of 15 genes (WP103 from WikiPathways). The five commonly regulated cholesterol biosynthesis genes are: Idi1, Msmo1, Fdps, Fdft1 and Sqle ( Table 3). These genes were not detected as regulated at seven days after SNI (Extended Figure 6 and Extended Excel Sheet: DE_analysis_metascape).

We have previously performed bulk RNAseq on sorted SGCs three and 14 days after transection of the sciatic nerve ^13^. To check whether scRNAseq and bulk RNAseq are in agreement, the 19 common genes identified between the Cell_SNI and Cell_crush datasets were compared to the gene expression in the bulk dataset ( Figure 2F). Of these 19 genes, 11 genes are also significantly regulated in the bulk dataset and in the same up/down direction ( Figure 2F and Table 4), confirming the regulation of the genes involved in cholesterol biosynthesis (Idi1, Msmo1, Fdps, Fdft1 and Sqle).

**Table 4.** List of the 19 common regulated genes including log2 fold change and general gene function.

Gene	Cell_crush 3 days	Cell_SNI 7 days	Cell_SNI at 14 days	Bulk 3 days	Bulk 14 days	Gene function
**Arpc1b**	0.80	#N/A	0.27	#N/A	#N/A	Involved in DNA damage
**Lgals1**	0.84	#N/A	0.34	1.65	1.96	Regulating apoptosis
**mt-Nd1**	-0.30	#N/A	0.27	#N/A	#N/A	Mitochondrial
**mt-Nd4**	-0.30	#N/A	0.32	#N/A	#N/A	Mitochondrial
**Bcan**	-0.53	#N/A	-0.38	-0.70	-0.69	Extracellular matrix
**Msmo1**	-0.42	#N/A	-0.39	-1.03	-0.78	Sterol metabolic process
**Cox7c**	-0.28	#N/A	-0.27	#N/A	-0.41	Mitochondrial
**Serpina3n**	0.58	#N/A	0.66	2.33	2.56	Inhibits proteases
**Fdps**	-0.39	#N/A	-0.33	-0.82	#N/A	Sterol metabolic process, Cholesterol biosynthesis
**Idi1**	-0.43	#N/A	-0.42	-1.32	#N/A	Sterol metabolic process, Cholesterol biosynthesis
**Crip1**	-0.41	#N/A	-0.27	-0.70	-0.66	AT DNA binding
**Entpd2**	0.52	#N/A	0.33	#N/A	#N/A	Nucleoside-diphosphatase activity
**Sqle**	-0.35	#N/A	-0.27	-0.64	-0.47	Sterol metabolic process
**Hey2**	-0.29	#N/A	-0.27	#N/A	#N/A	Transcription factor
**Atp5k**	-0.25	#N/A	-0.29	#N/A	#N/A	Mitochondrial
**Pcyt2**	-0.25	#N/A	-0.26	#N/A	#N/A	Phospholipid synthesis
**Fdft1**	-0.26	#N/A	-0.30	-0.84	-0.65	Sterol metabolic process, Cholesterol biosynthesis
**Pmepa1**	-0.27	#N/A	-0.31	#N/A	#N/A	Negative regulation of TFGbeta signaling
**Ifitm3**	0.42	-0.5654	#N/A	#N/A	0.69	Interferon induced membrane protein

### Regulation of known SGC markers

The list of common regulated genes ( Table 3) includes several that have yet to be investigated in the context of SGC function. Surprisingly, the list did not include genes that have previously been reported to be regulated at protein or gene level such as Connexin43 ( *Gja1*), GFAP ( *Gfap*) or Hmgcs1 ( *Hmgcs1*) ^42– 44^. Therefore, these genes were further examined in the datasets (2x scRNAseq, 1x bulk RNAseq). Connexin43 has been shown to be increased at protein level in SGCs after nerve injury ^42, 43^. Counterintuitively, a downregulation of *Gja1* at the mRNA level in the bulk RNAseq were observed while no regulation of *Gja1* in the scRNAseq datasets were detected ( Table 5).

**Table 5.** Analysis of differential expression of Gja1, Gfap and Hmgcs1 in SGCs in various datasets. % = % of SGCs expressing Gja1 (gene for Connexin43), Gfap and Hmgcs1. FPKM = Fragment per kilobase of transcript per million mapped reads.

Dataset and time point	%	FPKM	Log2 foldchange	Adj P-value
Gja1				
Cell_SNI 7 days	47	N/A	-0.05	N/A
Cell_SNI 14 days	40	N/A	-0.24	N/A
Cell_crush 3 days	31	N/A	-0.20	N/A
Bulk 3 days	N/A	88	-0.58	0.02
Bulk 14 days	N/A	100	-0.46	0.001
Gfap				
Cell_SNI 7 days	3	N/A	0.1	N/A
Cell_SNI 14 days	7	N/A	0.24	N/A
Cell_crush 3 days	3.7	N/A	0.26	N/A
Bulk 3 days	N/A	0.33	1.8	N/A
Bulk 14 days	N/A	0.41	2.2	N/A
Hmgcs1				
Cell_SNI 7 days	71	N/A	-0.1	N/A
Cell_SNI 14 days	72	N/A	-0.24	N/A
Cell_crush 3 days	66	N/A	-0.43	1.2 * 10 ^-29^
Bulk 3 days	N/A	217	-0.93	1.9*10 ^-14^
Bulk 14 days	N/A	269	-0.69	4*10 ^-9^

Increased expression of GFAP protein is often used as a marker for SGC reactivity by immunohistochemical analysis ^42, 43, 45, 46^. In bulk RNAseq, *Gfap* gene expression was not detected above threshold (FPKM>1), as we previously described ^13^. In accordance with this, expression of *Gfap* in the scRNAseq datasets (Cell_SNI and Cell_crush) were only detected in 3 – 7% of SGCs, which is below our defined threshold (see methods). Furthermore, we did not observe differential regulation of *Gfap* above threshold in either dataset ( Table 5). Whether this result reflects strain or species variation is discussed elsewhere ^47^.

Finally, the cholesterol synthesis pathway enzyme Hmgcs1 has been shown to be downregulated in SGCs after nerve injury ^44^. In our datasets, significant transcriptional downregulation of *Hmgcs1* in the Cell_crush dataset and the bulk RNAseq after sciatic nerve ligation ( Table 5) was detected. We did not confirm *Hmgcs1* downregulation in the Cell_SNI dataset, however downregulation of other genes involved in the biosynthesis of cholesterol were observed, supporting injury-induced regulation of the cholesterol synthesis pathway in SGCs (Extended Figure 6 and Extended Excel Sheet: DE_analysis_metascape).

### Transcriptional response in cultured glia cells

SGCs have on several occasions been investigated using *in vitro* cultures from either pups or adult rodents ^48– 51^. However, reports of loss of marker protein expression upon disconnection from their associated neuron ^25^ as well as regression to a transcriptional profile expressing 99.8% of the same genes as cultured Schwann cells ^26^ complicate meaningful translational interpretations to the *in vivo* condition. 

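Cell_culture holds cells of dorsal root ganglia (DRGs) from 2-week-old SWISS mice, which the methods describe as male and female, dissociated and kept in culture for 3 days (72 hours). The ganglia contain the cell bodies of sensory neurons, the satellite glial cells (SGCs) that wrap them, Schwann cells of the nerve fibres, fibroblasts and macrophages. The 2 libraries, A and B, are the replicates of this single condition and ran on the same 10X chip. Library A holds 5175 cell barcodes with 40355401 UMIs (unique molecular identifiers, each counting a captured transcript once), and library B holds 5773 barcodes with 38945848 UMIs. The median cell had 5266 UMIs in A and 4796 in B, over 2366 and 2210 genes.

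The authors' values are raw UMI counts per gene and barcode, made with Cell Ranger against the mouse build mm10 with no further scaling. From these counts, cells were filtered, scaled and clustered with the settings of the methods (2000 variable genes by vst, 20 dimensions, resolution 0.18), and clusters were named from lists of marker genes. Doublets were not removed, since the study sets no doublet cut-off for Cell_culture. Glial cells were then clustered again with 87 genes held out of the variable genes, so that the markers discussed here could not draw the clusters. Differences between glial clusters were tested with edgeR's quasi-likelihood test on counts summed per library and cluster, with the library as a block, over the 9982 genes that were neither filtered out for low counts nor used for clustering. The replicate is the library (n = 2). Nothing in the sources used here says whether A and B came from separate mice or separate cultures. With the library as a block, the p-values measure only how much the differences between clusters vary from one of these libraries to the other. That spread may be technical. The clusters and the tests also come from the same cells. Summed over all cells, the libraries differed by more than counting noise, with a chi-square of 7.27 per degree of freedom. Within classes it was 1.59 in glia, 2.43 in neurons and 2.14 in fibroblasts. Separate captures of a single suspension may also give such values, which was not tested.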

Here scRNAseq was performed on primary cultures of mouse DRGs (Cell_culture, GSE188971) to compare the transcriptional profiles of such cultured SGCs to that of acutely isolated naïve and injured SGCs of the Cell_SNI dataset. 

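Glial cells made up 88.0% ± 1.05 (SD, n = 2 libraries) of the cells that passed quality control, 9450 cells in all, with 87.3% in library A and 88.8% in library B. Neurons were the next largest class, with 808 cells and 7.59% ± 1.39, followed by fibroblasts with 389 cells and 3.61% ± 0.282. Macrophages were rare, with 83 cells and 0.771% ± 0.0578. The 7 clusters found in the merged libraries fell into these 4 classes by their marker genes: 4 clusters were glial, and the neurons, fibroblasts and macrophages formed 1 cluster each.

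In neurons, fibroblasts and macrophages the genes with the largest fold included known genes of the cell type. Macrophages were led by the lysozyme gene Lyz2 and the complement genes C1qa and C1qb, fibroblasts by the matrix genes Mgp, Dcn and Lum, and neurons by the neuropeptide genes Gal and Nts. The glial class was led by Top2a, Postn, Egfl8 and Gpm6b, so a gene of proliferation came first, and 5 of the 8 glial markers were among its 50 leading genes but none among the first 10. Shares are counts of cells in 1 condition, so no test was made, and the exact binomial intervals (86.3 to 88.2% in A and 87.9 to 89.6% in B for glia) cover counting error only. The shares depended on the mitochondrial limit: at 5%, glia fell to 65.7% and fibroblasts rose to 17.3%.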

When performing the initial cluster analysis of the Cell_culture dataset, 4 different clusters of cells were identified: neurons, macrophages, fibroblasts and glial cells ( Figure 3A), with glial cells constituting the vast majority (88%). The glia cell cluster was explored in the attempt to subdivide further by relying merely on the expression of traditional Schwann cell and SGC markers ( Figure 3B). However, the SGC markers *Fabp7* and *Kcnj10* (Kir4.1) showed no clear SGC clustering, and Schwann cell markers were even more widely dispersed, indicating that glial cells change their gene expression profiles extensively *in vitro*.

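Cells with a UMI of Fabp7, the fatty acid binding protein used as an SGC marker, lay close to one another among the cultured glia. The measure given next was lower for Kcnj10, which encodes the potassium channel Kir4.1, and for the Schwann cell genes Bcas1 and Prx. These genes were also found in fewer cells than Fabp7. The measure is the AUC with which the share of a cell's 20 nearest glial neighbours holding a UMI of the gene tells cells with a UMI from cells without. A gene detected at random gives 0.5. It was 0.834 ± 0.0174 (SD, n = 2 libraries) for Fabp7 and 0.621 ± 0.00566 for Kcnj10. For Bcas1 it was 0.646 ± 0.0287, for Prx 0.651 ± 0.0565 and for Ncmap 0.627 ± 0.00594, but with 50 neighbours Ncmap rose to 0.719 and Prx to 0.685, against 0.633 for Kcnj10. Cell division genes were the most concentrated, with 0.963 ± 0.00286 for Top2a and 0.945 ± 0.00517 for Mki67. Sox10, a transcription factor of all peripheral glia, gave 0.526 ± 0.00135.

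With the cells shuffled, the mean AUC of these genes lay between 0.462 and 0.504. Each cell was thinned to 2000 UMIs for this measure, and Ncmap was then detected in only 0.679% ± 0.0214 of glial cells, so its value rests on few cells, its AUC does not compare with that of widely detected genes, and it does not show that cells with Ncmap are dispersed. The AUC of Kcnj10 rose with detection: 0.586 at 1000 UMIs (12.0% of cells), 0.621 at 2000 (22.3%) and 0.685 without thinning (43.7%). Near that last share Fabp7 still lay higher, at 0.785 with 1000 UMIs (46.1% of cells). For Bcas1 and Prx (6.49% and 6.47% of cells) no setting matched the share of Fabp7. Their lower AUC therefore does not show that they are more dispersed. From the spread of SGC and Schwann cell markers over the glial cluster, the paper reasons that glial cells change their expression profiles extensively in vitro.

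**Figure D1:**
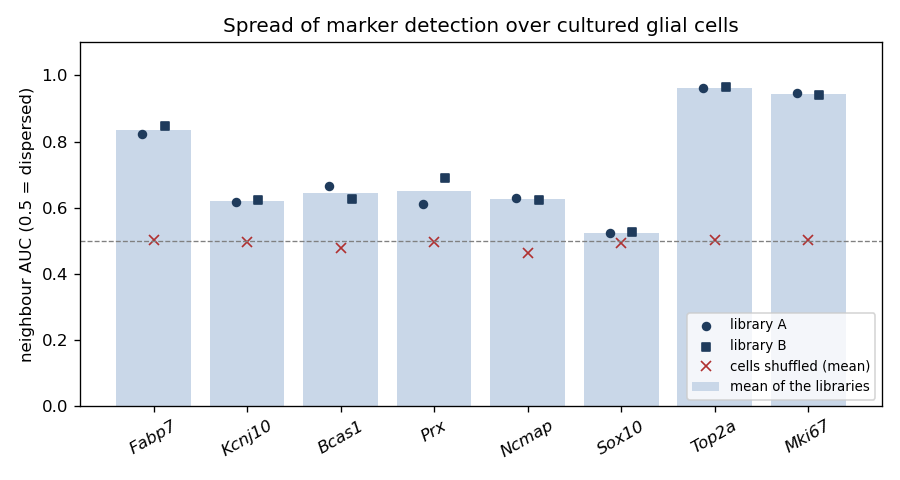
Neighbour AUC of 8 marker genes over cultured glial cells. Bars are the mean of the 2 libraries, circles and squares are libraries A and B, crosses are the mean with shuffled cells, and the dashed line marks 0.5. Top2a and Mki67 lie highest, Fabp7 follows at 0.834, and Kcnj10, Bcas1, Prx and Ncmap lie between 0.621 and 0.651.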

**Figure 3.**
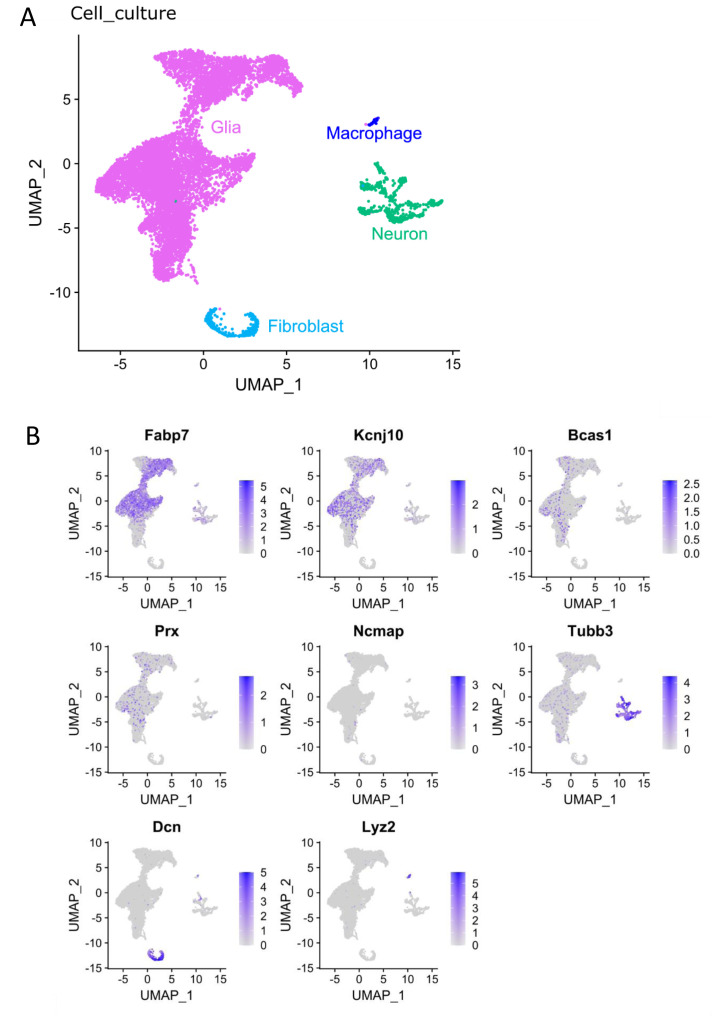
The Cell_culture dataset contains glial cells, fibroblasts, neurons, and macrophages. **A**) UMAP of the identified cell types in the Cell_culture dataset. 9332 glial cells, 764 neurons, 385 fibroblasts and 82 macrophages. **B**) Expression of markers for SGCs (Fabp7 and Kcnj10), Schwann cells (Bcas1, Prx, Ncmap), neurons (Tubb3), fibroblasts (Dcn) and macrophages (Lyz2) in the Cell_culture dataset.

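Each of the 8 markers had its highest level in the class it is named for. The classes were themselves named from lists of marker genes, so this may in part follow from the naming. The SGC marker Fabp7 reached 1011 ± 32.7 CPM (the gene's UMIs scaled to an equal total in every class and library; SD, n = 2 libraries) in glia against 196 ± 32.4 in macrophages, 126 ± 2.60 in neurons and 45.3 ± 29.4 in fibroblasts. Kcnj10 reached 129 ± 3.08 CPM in glia, 24.8 ± 8.59 in macrophages and 15.8 ± 0.995 in neurons. The Schwann cell genes were low throughout: Bcas1 reached 32.4 ± 0.343 CPM in glia and Prx 32.6 ± 1.15, against 6.98 ± 6.93 and 10.3 ± 5.67 in macrophages and 3.05 ± 1.05 and 2.88 ± 0.190 in neurons. Ncmap stood at 3.47 ± 0.986 CPM in glia and 1.51 ± 0.425 in neurons. Tubb3, a neuronal tubulin, reached 2292 ± 22.8 CPM in neurons, the matrix gene Dcn 4976 ± 504 in fibroblasts, and Lyz2 13525 ± 1409 in macrophages.

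After thinning every cell to 2000 UMIs, a UMI of Fabp7 was found in 60.5% ± 1.42 of glial cells and 22.7% ± 2.51 of neurons, against 3.29% ± 1.35 of fibroblasts. Where the UMIs in neurons come from was not tested, and glial cells captured with a neuron were not removed. For Kcnj10 the shares in glia and neurons were 22.3% ± 0.830 and 5.34% ± 2.06, for Bcas1 6.49% ± 0.113 and 1.36% ± 1.52, for Prx 6.47% ± 0.606 and 1.03% ± 0.257, and for Ncmap 0.679% ± 0.0214 and 0.121% ± 0.172. Thinning left out 180 of the glial cells and 43 of the neurons. Without it, neurons, whose median cell held 28338 UMIs against 4723 in glia, had the highest share for Ncmap, with 3.43% ± 0.690 against 1.41% ± 0.0230 of glial cells, while the other 7 markers still had their highest share in their own class.

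In the GENCODE M21 annotation of GRCm38, Fabp7 (ENSMUSG00000019874) lies on chromosome 10 from 57784881 to 57788450, Kcnj10 (ENSMUSG00000044708) on chromosome 1 from 172341210 to 172374085, Bcas1 (ENSMUSG00000013523) on chromosome 2 from 170346991 to 170427845, Prx (ENSMUSG00000053198) on chromosome 7 from 27499324 to 27520214 and Ncmap (ENSMUSG00000043924) on chromosome 4 from 135369576 to 135398227. All of them are annotated as protein-coding genes.

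**Figure D2:**
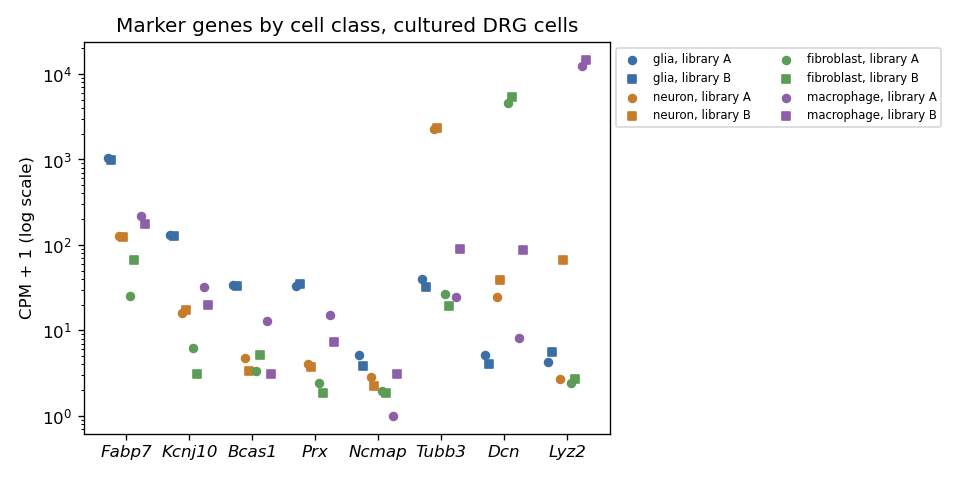
Level of the 8 markers in each cell class, as CPM + 1 on a log axis. Circles are library A and squares library B, and colours mark the class. Fabp7, Kcnj10, Bcas1 and Prx lie highest in glia, Tubb3 in neurons, Dcn in fibroblasts and Lyz2 in macrophages, while the 4 classes lie close together for Ncmap.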

To improve annotations and investigate translational variations of cultured SGCs relative to their *in vivo* state, the Cell_culture dataset was integrated with the Cell_SNI dataset to enable joint analyses ( Figures 4A and 4B). Cell culture glia cells clustered together with acutely isolated SGCs and Schwann cells ( Figure 4B). 

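Clustered on their own, before any integration, the 9450 cultured glial cells formed 5 clusters that differed in SGC, myelin, repair and cell division genes. Cluster 0, with 37.0% ± 0.331 (SD, n = 2 libraries) of the glia, had the highest levels of SGC genes: 8 of the 10 SGC genes were higher there than in the other glia and none was lower. Among them were Fabp7, with a log2 fold change of 1.15 (standard error 0.02, adjusted p = 4.0e-69 from edgeR), and Apoe, a lipid carrier, with 1.38 (standard error 0.02, adjusted p = 1.3e-84 from edgeR). Cluster 2, with 20.4% ± 1.65 of the glia, showed the opposite: 8 of the 10 SGC genes were lower and 1, Ednrb, was higher, with Fabp7 at -2.29 (standard error 0.03, adjusted p = 9.6e-77 from edgeR). The remaining clusters 1, 3 and 4, with 23.3% ± 0.465, 13.2% ± 0.880 and 6.13% ± 0.0281 of the glia, were led by genes of DNA replication and mitosis.

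Genes of repair Schwann cells, the state that Schwann cells take after nerve injury, were mostly higher in cluster 2 than in the mean of the other clusters. Of the 9 tested, 8 were higher and none was lower, among them the growth factor genes Btc (log2 fold change 2.39) and Gdnf (2.23), the neurotrophin receptor gene Ngfr (1.96) and Runx2 (1.93). The rise was small for Jun (0.43), which was also higher in cluster 0 (0.51), and for Sox2 (0.18). After thinning, the share of cells with Jun or Sox2 was lower in cluster 2 than in the highest other glial cluster in both libraries. Of 9 myelinating Schwann cell genes, 5 were higher in cluster 2, including Ncmap (3.64), and 2 were lower, Mbp (-0.89) and Pmp22 (-0.57). Ncmap stood at 21.3 CPM in library A and 10.1 in library B in this cluster. Of 6 non-myelinating Schwann cell genes, 3 were higher and 2 lower. Adjusted over the list alone, the counts of these lists in cluster 2 were the same. The leading genes of cluster 2 included Atf3, a stress and injury gene, and Tgfbi, Igfbp5 and Apod, which were also among the leading genes of fibroblasts, and the summed level of 8 fibroblast genes was 2502 ± 14.9 CPM there against 1864 ± 29.7 to 2283 ± 10.4 in the other glial clusters. The summed level of 10 neuron markers was also highest there, at 387 ± 52.4 CPM against 191 ± 1.34 to 320 ± 54.6.

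Markers of endothelial cells and pericytes were low in glia. The summed level of 8 endothelial genes was 16.3 ± 0.00980 CPM in glia and that of 8 pericyte or smooth muscle genes 76.0 ± 1.42, and no UMI of Cldn5 or Rgs5 was found in glia. In edgeR, 7779 of 9982 genes passed an adjusted p of 0.05 in at least 1 of the clusters. With DESeq2 in place of edgeR the number was 4693. The labels of the integrated dataset were not analysed here, so these clusters are not matched to the paper's.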

A projection of the integrated annotation back onto the Cell_culture dataset pre-integration is illustrated in Figure 4C and shows that the glia cluster ( Figure 3A) indeed contains many different cell types. The joint analysis also reveals a distinct glial cell cluster (“ *In vitro* glia”), selectively present in the Cell_culture dataset ( Figure 4D). The “ *In vitro* glia” cluster is also identified when performing the cluster analysis with the 2000 most variable genes identified with “mean.var.plot” or “dispersion” (see Extended table 2). 

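In the cultured glia, 42.6% ± 1.32 of cells (SD, n = 2 libraries) lay in the 3 clusters led by cell division genes, 43.5% in library A and 41.6% in library B. Counting instead the cells with at least 5 UMIs of the 97 proliferation genes gave 75.4%, but this cut-off does not tell dividing cells from others. The summed level of these genes was 3400 ± 22.2 CPM in neurons. It was 3910 ± 11.1 CPM in glial cluster 0 and 3199 ± 130 in cluster 2, which are not led by cell division genes. Among the tested genes, which leave out those used for clustering, Top2a and Mki67 had the largest rises over the other glia, with log2 fold changes of 4.99 (standard error 0.05, adjusted p = 3.2e-95 from edgeR) and 3.32 (standard error 0.05, adjusted p = 4.9e-78 from edgeR). The level was lowest in cluster 3 among the proliferating clusters, with 95.9 ± 8.72 CPM of Mki67 against 52.0 ± 1.01 in the other glia. The genes with the next largest rises included Haus5 (2.55), which acts in the mitotic spindle, the histone methyltransferase gene Suv39h2 (2.22) and Ndc1 and Nup85 of the nuclear pore (1.88 and 1.74). The largest falls were those of Tcp11l2 (-3.04), Mxd4 (-1.78), an antagonist of Myc, and Pik3ip1 (-1.66).

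The counts of SGC genes differed with the way the clusters were combined. The fit with the clusters pooled also tested other genes (10933 against 9982), and the cause of the difference in these counts was not tested. With the same weight for each cluster, 6 of 10 were higher in the proliferating clusters, 1 was lower and 3 did not pass the test (4 higher and 1 lower with DESeq2), while with the clusters pooled into 2 groups edgeR gave 2 higher and 4 lower. Fabp7 had a log2 fold change of 0.75 (standard error 0.02, adjusted p = 3.7e-49 from edgeR), a value that gives each cluster the same weight. With the cells of the proliferating clusters and of the other clusters pooled instead, Fabp7 was lower in the proliferating glia, at -0.12 (adjusted p = 6.1e-10 from edgeR), with 955 ± 13.7 CPM against 1081 ± 60.9. The same weight lets cluster 2, at 213 ± 9.81 CPM of Fabp7, count as much as the larger cluster 0, at 1519 ± 46.1. Clusters 1, 3 and 4 lay between them, at 965 ± 2.36, 772 ± 28.7 and 1157 ± 60.9 CPM. The value of 0.75 therefore does not show that dividing glia held more Fabp7 than the other glia. Kcnj10 had a log2 fold change of -0.04 (standard error 0.05, adjusted p = 0.438 from edgeR), with 113 ± 2.61 CPM against 148 ± 4.96, and it passed as lower with the clusters pooled, at -0.34. Of 9 myelinating Schwann cell genes, 5 were lower and none was higher, but this came from clusters 1 and 4, and in cluster 3 6 were higher than in the mean of the other clusters and none was lower. Bcas1 was lower (-0.56, 28.4 ± 1.07 CPM against 37.2 ± 2.41) and so was Prx (-0.36, 29.3 ± 0.213 CPM against 36.7 ± 2.56), but at resolution 0.5 Prx turned to 0.10 and did not pass. Cluster 3 went the other way for both, with 43.7 ± 0.787 CPM of Bcas1 and 48.2 ± 3.84 of Prx. Ncmap did not pass (log2 fold change -0.22, adjusted p = 0.741 from edgeR), at 1.93 ± 0.0616 CPM against 5.42 ± 2.41, and passed as lower with the clusters pooled, at -1.43. Adjusted over the list alone, the counts of both lists were the same.

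After thinning, a UMI of Bcas1 was found in 5.53% ± 0.539 of proliferating glia, of Prx in 5.68% ± 0.460 and of Ncmap in 0.475% ± 0.00884. In edgeR, 2332 genes were higher and 2658 lower in the proliferating clusters, against 1476 and 1594 with DESeq2. With the genes used for clustering included, the balance turned, with 3275 higher and 3070 lower of 11605 in edgeR. These clusters were defined in Cell_culture alone and are not matched to the cells that the joint analysis labels in vitro glia.

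**Figure D3:**
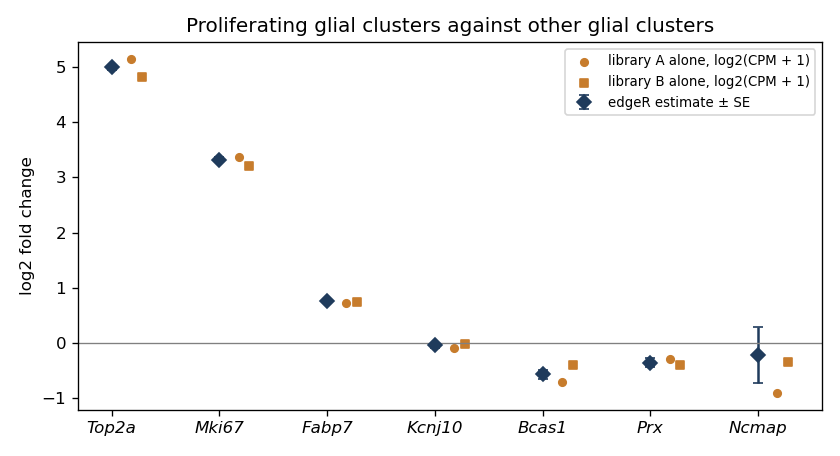
Log2 fold change of proliferating against other glial clusters for 7 genes. Diamonds are the edgeR estimate with its standard error, with the same weight for each cluster. Circles and squares are libraries A and B alone, from log2(CPM + 1). Top2a and Mki67 lie far above 0, Fabp7 lies at 0.75 and Kcnj10 at -0.04, and Bcas1, Prx and Ncmap lie below 0.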

The “ *In vitro* glia” cells are enriched for SGC marker genes such as *Fabp7* and *Kcnj10*, and for genes involved in cell proliferation, such as *Top2a* (DNA topoisomerase II alpha) and *Mki67* (marker of proliferation Ki-67), but do not express the Schwann cell markers *Ncmap*, *Bcas1* or *Prx* ( Figure 4E). It has previously been suggested by George *et al.* that peripheral glia cells regress back to a Schwann cell precursor (SCP) phenotype when cultured ^26^. To investigate if this could be the fate of the “ *in vitro* glia” cluster, the joint dataset was compared to a dataset containing cells from the developing peripheral nervous system at E12.5 ^39^ with the R package SingleR ^40^. Besides SCPs, the developing nervous system includes neuroendocrine chromaffin cells, bridge cells (which are an intermediate fate-state between SCPs and chromaffin cells), and sympathoblasts that develop into sympathetic nerve cells or chromaffin cells ^39^. The analysis shows that the “ *in vitro* glia” cluster does indeed resemble SCPs ( Figure 4F), supporting the hypothesis that peripheral glia regress into a SCP phenotype in culture. As expected, the neuronal cluster has similarities with sympathoblasts ( Figure 4F).

**Figure 4.**
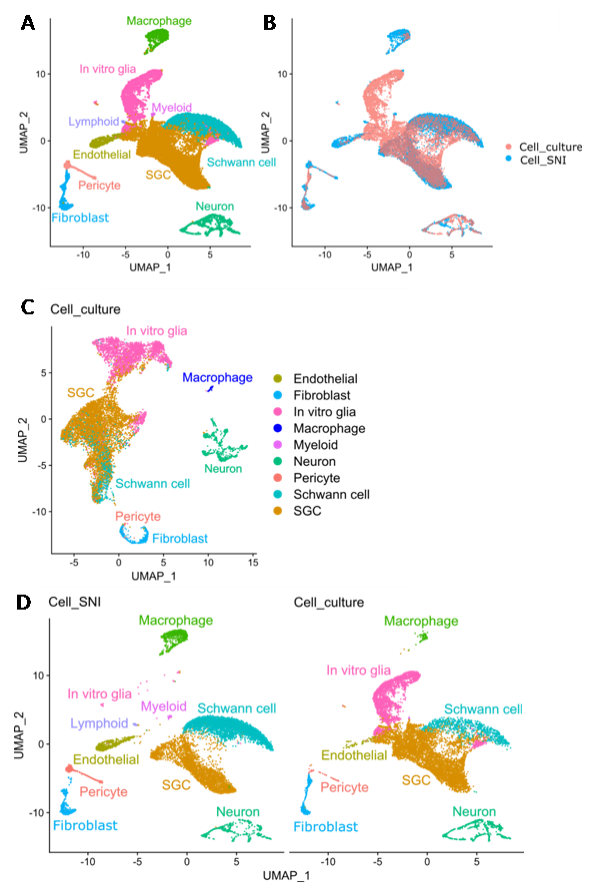
Glia cells change in culture. **A**) UMAP of joint analysis of the Cell_culture (10563 cells) and Cell_SNI (10901 cells) datasets with annotation of cell types. **B**) UMAP of joint analysis of the Cell_culture and Cell_SNI datasets coloured based on dataset. **C**) UMAP of Cell_culture dataset with annotation from joint analysis. **D**) UMAPs of the joint analysis split based on dataset origin (Cell_culture or Cell_SNI) with annotation of cell types identified from the joint analysis. **E**) Expression of markers for SGCs (Fabp7 and Kcnj10), cell proliferation (Top2a and Mki67) and Schwann cells (Ncmap, Bcas1 and Prx) in the joint analysis. **F**) Heat map showing the result of the SingleR analysis which compared the gene expression in the joint analysis (Cell_culture and Cell_SNI datasets) with cells in the developing peripheral nervous system. SCP = Schwann cell precursor.

### SGCs change toward a precursor phenotype *in vitro*

Finally, the joint analysis was used to identify differences between the SGCs originating from the Cell_culture or the Cell_SNI dataset (orange SGC cluster in Figure 4A). To increase the resolution for the SGC cluster, it was subset and re-clustered. This showed that a significant number of the cells from the Cell_culture condition cluster separately ( Figure 5A and B), suggesting that their transcriptional profile diverges significantly from those of Cell_SNI SGCs. This was particularly the case for cells in subclusters 2 and 3 ( Figure 5B).

**Figure 5.**
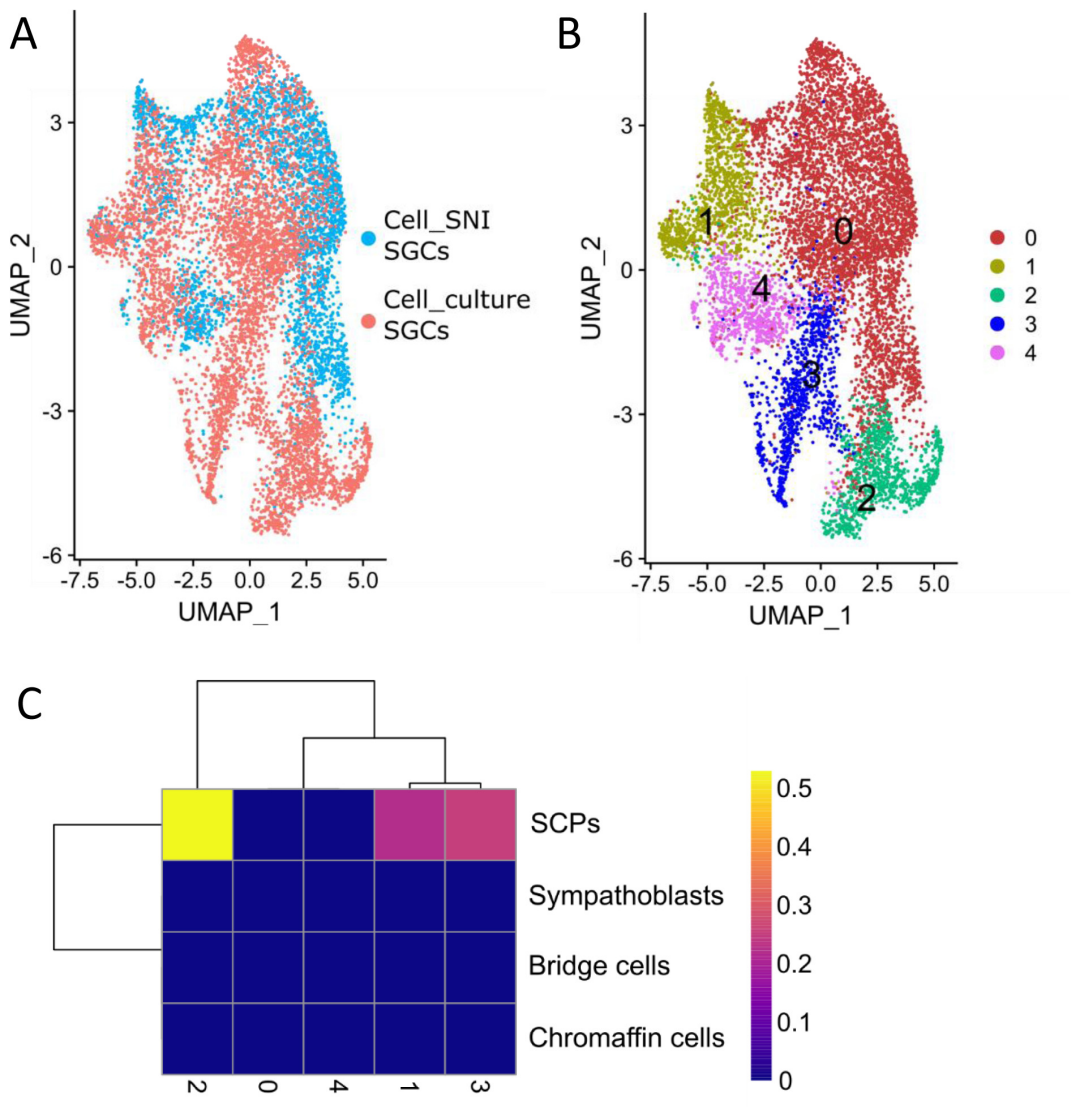
Some SGC change towards a precursor phenotype in vitro. **A**) UMAP of the 8783 SGC from the joint analysis of the Cell_culture and Cell_SNI dataset coloured by dataset. **B**) UMAP of SGC cluster from joint analysis of the Cell_culture and Cell_SNI dataset with cluster analysis performed only on the SGCs. **C**) Heat map showing the result of the SingleR analysis which compared the gene expression in the SGC clusters with cells in the developing peripheral nervous system. SCP = Schwann cell precursor.

To investigate whether these culture-induced changes also point to a regression towards a SCP phenotype, the 5 SGC clusters were compared to the cell types in the developing nervous system ^39^ with SingleR ^40^. The results revealed that cluster 2 resemble SCPs ( Figure 5C), raising the possibility that, in addition to “ *in vitro* glia”, a proportion of SGCs in culture revert to a mutual precursor phenotype.

## Discussion

In the last few years, single nucleus and scRNAseq datasets have been published to investigate the injury response of DRG cells, with a particular focus on neurons ^30, 31^ and SGCs ^10^. With this study, we adopted a meta-scientific approach to summarise specifically the over-arching conclusions that can be drawn from these data on how SGCs behave after nerve injury. From the 4 datasets we considered for inclusion, two ^30, 31^ were excluded due to high levels of neuronal contamination in the differential expression analysis. The reasons for this contamination are not clear. As all the investigated non-neuronal cell types and not only the SGCs have the ‘canonical’ neuronal response, we find it unlikely that it should be due to insufficient disruption of the SGC-neuron units. Instead, we believe that it may be related to the magnitude of transcriptional regulation in neurons, which dwarfs that of all other DRG cell types following nerve injury. This greater response can be a source of cross-contamination if neuronal mRNA is present in the cellular mixture before droplet separation. In the case of Renthal *et al.*, significant amounts of cytosolic mRNA would have been released during the isolation of nuclei just prior to their single-nucleus RNAseq. In the case of Wang *et al.*, their neuronal enrichment step result in more neurons being sequenced than in the SGC-focused datasets. We speculate that this would also have been accompanied by a proportional increase in the number of dead neurons (i.e. free neuronal mRNA) in the starting cell mixture.

Analysing the two remaining datasets, we identified a common SGCs transcriptional injury response, with downregulation of genes annotated to cholesterol biosynthesis. This finding is in line with protein data published by Wang *et al.* ^44^, who reported downregulation of the cholesterol pathway protein Hmgcs1 in rat DRG after spinal nerve ligation. Little is known about the possible functional consequences of this potential change in cholesterol metabolism. After nerve injury, it has been shown that SGCs increase their cell membrane surface area ^23^. It seems counter-intuitive that there can both be a downregulation of cholesterol production and an increased membrane production, considering mammalian plasma membranes consist of approx. 30% cholesterol ^52^. One might wonder whether SGCs change how they obtain their cholesterol after nerve injury. Since they express general cholesterol receptors, like LDLR and VLDLR, they would be capable of taking up cholesterol from the extracellular space, where it might be released from activated macrophages. Macrophages are known for their high cholesterol production, and we and others have shown that they increase in number and migrate into the SGC-neuron unit after injury ^13, 53– 56^. At present, however, this remains speculation until more functional data can be obtained.

When performing sciatic nerve injuries on mice, not all neurons in the corresponding DRG (L3-L5) will be injured ^41^. Consequently, we expect not all SGCs in the injured samples to have an injury response. We were therefore surprised to see that SGCs did not cluster in two groups based on whether they surrounded injured neurons or not. We speculate that the transcriptional response is too subtle to allow for sub-clustering of the SGCs into injured and uninjured cells, at least amongst the transcripts we were able to capture with droplet-based methods and the 4581 SGCs analysed here (2016 SGCs from Cell_crush and 2565 SGCs from Cell_SNI).

Beyond the examination of acutely isolated SGCs, we also studied those that had been cultured for 3 days. Our results indicate that the gene expression profile of cultured peripheral glial cells changes significantly *in vitro*. We found that an entirely new population emerges upon culturing which we labelled “ *in vitro* glia”. It is characterized by expression of genes related to proliferation, expression of SGCs markers and a resemblance to Schwann cell precursors. In addition to these “ *in vitro* glia”, we also found that a proportion of cells within the “more physiological” SGC cluster in culture, change into a Schwann cell precursor-like state. This is in line with work from George *et al.*, who showed that long-term cultured SGCs have a similar transcriptional profile to that of long-term cultured Schwann cells ^26^. Our cultured cells were derived from two-week old mice, where the maturation of promyelinating Schwann cells to myelinating Schwann cells is still in process ^57^. We therefore cannot exclude that this developmental timeline for Schwann cells had an impact on our results.

The proliferation profile seen in the “ *in vitro* glia” is absent in acutely isolated SGCs. Specifically, at least transcriptionally, we did not find any evidence to suggest that adult SGCs cells are proliferating after nerve injury *in vivo*. Reports to the contrary ^9, 58– 60^ are confounded by the fact that they stained only for proliferation markers and attempted to identify SGCs by their position rather than by antibody staining. Especially after nerve injury, when macrophages closely approach SGC-neuron units, this intimate position of macrophages relative to the neuronal soma may easily be misinterpreted as SGCs when omitting detection of cellular markers ^13^. During development, SGCs and other cells do proliferate in the DRG, but this process has been shown to terminate around birth ^26, 61^. 

Like all single-cell studies, our analysis had limitations. Importantly, most current scRNA-seq experiments, including those presented here, rely on droplet-based technologies that are only able to detect a fraction of transcripts present in a given cell (~30%) ^62^. In the Cell_SNI dataset, we analysed 2565 SGCs, suggesting that across all SGCs, we are likely to have a good representation of the genes detectable in SGCs. Indeed, when we compiled all single cell transcripts to generate a pseudo-bulk profile, we found comparable expression to our own prior bulk sequencing results of sorted SGCs (see Extended Excel Sheet: SGC_gene_expression). Nevertheless, with either method, we may have missed very lowly expressed transcripts, like adhesion GPCRs (due to the number of cells analysed here, and the read depth used in 13).

Our differential expression analyses were generally rather variable – as indicated by the low number of commonly regulated genes identified across datasets. One possible explanation is the difference in time points and injury types. For instance, nerve crush is a regenerating model, while SNI is a chronic model causing persistent pain. Furthermore, the two datasets have been prepared with different dissociation strategies to obtain a single cell suspension prior to sequencing, which may also alter the expression of some genes ^63^. Another likely cause for the observed variability is that we were limited to performing the differential expression analyses on a cell-by-cell basis, an approach which lacks power and gives rise to a higher frequency of false positives. If we had had more biological replicates, we could have performed a pseudo-bulk analysis which might have shed further light on the common responses of SGCs to different nerve injuries ^64, 65^.

In conclusion, we found that SGCs share a common response following nerve crush and ligation, which includes regulation of genes involved in cholesterol biosynthesis. We also found that peripheral glial cells in culture change significantly, with many starting to resemble Schwann cell precursors. Our *in vitro* observations were in accordance with previous studies ^25, 26^ and emphasize how studies using SGC in a dish need to be approached and interpreted with caution.

## Data availability

### Underlying data

Web-based portal with user friendly interface:

Web-based portal at Broad Institute including the data from the used scRNAseq studies. https://singlecell.broadinstitute.org/single_cell/study/SCP1539/

The website includes processed data from Cell_SNI, Cell_Crush and Cell_culture datasets.

Data are available under the terms of the Creative Commons Zero “No rights reserved” data waiver (CC0 1.0 Public domain dedication.

Repository of raw data:

Gene Expression Omnibus: GSE139103 (Cell_Crush data), GSE174430 (Cell_SNI data) and GSE188971 (Cell_culture data). Data are available under the terms of the Creative Commons Zero “No rights reserved” data waiver (CC0 1.0 Public domain dedication).

### Extended data

Open Science Framework: Comparative transcriptional analysis of the satellite glial cell injury response. https://doi.org/10.17605/OSF.IO/J4DB2

This project contains the following extended data:

- Extended figures (PDF). Extended figure 1–5.
*Extended Figure 1:* Plot showing the cell types from the Cell_SNI dataset on the x-axis and the number of detected genes on the y-axis
*Extended Figure 2:* Heatmaps with the top 10 regulated neuronal genes plotted against the non-neuronal cell type clusters identified in each dataset. Black denotes that a gene is differentially regulated in the corresponding non-neuronal cluster and white that it is not regulated. SGC = satellite glial cells, VEC = vascular endothelial cells, VSMC = vascular smooth muscle cells and VECC = vascular endothelial capillary cells.
*Extended Figure 3:* SGCs clusters in Cell_SNI and Cell_crush datasets. A-B) UMAPS of the SGCs from the Cell_SNI dataset coloured based on clustering in A and injury condition in B. C-D) UMAPS of the SGCs from the Cell_crush dataset coloured based on clustering in C and injury condition in D.
*Extended Figure 4:* Overlap of the three different lists of 2000 variable genes determined from the gene expression of all SGCs. Disp = dispersion, Mvp = Mean.var.plot, Vst = Variance stabilizing transformation.
*Extended Figure 5:* Clustering of SGCs with the alternative methods. A-F) UMAPs of combined and integrated SGCs from the Cell_SNI (3153 cells) and Cell_crush (2147 cells) datasets. Analysis were performed with either dispersion method A-C or mean.var.plot D-F. A+D) UMAP coloured based on dataset. B+E) UMAP coloured based on clustering. Each number/colour denotes a cluster. C+F) UMAP coloured based on injury condition with 3321 SGCs from injured condition and 1979 SGCs from uninjured condition.
*Extended Figure 6:* STRING network of the regulated genes in the datasets. The Cell_SNI dataset is spilt based on timepoints. The genes are colour coded based on their annotation related to the 9 terms that both datasets had in common in Figure 2D. Gene names in bold indicate that the gene was upregulated after injury while italic gene names indicate that the gene was downregulated. The dashed line highlights the downregulated genes involved in the cholesterol biosynthesis pathway.
- Extended tables (PDF). Extended table 1–2
*Extended table 1:* Distribution of injured or naïve state of SGCs in the integrated clusters determined by the “vst” method (Figure 2A–C) or the alternative “Mean.var.plot” or “dispersion” methods (Extended Figure 5). Cell numbers are denoted in parenthesis.
*Extended table 2:* Distribution of the cell types in the joint analysis depending on the cells’ origin from either the Cell_SNI dataset (14 days, 7 days and naïve) or the Cell_culture dataset (Culture_A and Culture_B). The cluster analyses were performed with the “vst” method or the alternative “Mean.var.plot” or “dispersion” methods. Cell numbers are denoted in parenthesis.
- Extended Excel Sheet DE_analysis_metascape (XLSX): Differential expression of genes in SGCs after nerve injury in the Cell_SNI and Cell_crush datasets
- Extended Excel Sheet Renthal et al 7d (XLSX): Differential expression of genes in various cell types after nerve injury in the Renthal et al dataset at 7 days after injury.
- Extended Excel Sheet Wang et al 7d (XLSX): Differential expression of genes in various cell types after nerve injury in the Wang et al dataset at 7 days after injury
- Extended Excel Sheet SGC_gene_expression (XLSX): Comparison of number of expressed genes in SGCs in Cell_SNI dataset and Bulk RNAseq dataset.

Data are available under the terms of the Creative Commons Zero “No rights reserved” data waiver (CC0 1.0 Public domain dedication).

How the deposited data were processed for this re-analysis (not part of the article)

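Single cells of cultured mouse DRGs were measured with the 10x Chromium 3' v3 kit in 2 libraries, A and B, of 1 condition (3 days in culture). The authors deposited raw UMI counts per gene and cell barcode. The paper and the submitters' processing notes name Cell Ranger 3.0.2, while the matrices carry software version 3.1.0, and the reference was mm10 with Ensembl annotation. The deposited counts hold 31053 genes, of which 36 repeat a symbol and were kept apart, and no filter on mitochondrial share had been applied to them.

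Cells with at least 200 detected genes and at most 10% mitochondrial UMIs were kept. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were chosen by vst, and cells were clustered with Seurat 5.3.0 in R 4.3.3 (20 dimensions, resolution 0.18), where the authors used Seurat 3. A cluster was named after the marker list with the highest mean level relative to the other clusters, provided that mean reached 3 on the log2 CPM scale. A glial cluster counted as proliferating when at least 5 of 95 cell cycle genes (Seurat's S and G2/M lists without Top2a and Mki67) were among its 50 leading genes, which are those with the largest fold after adding 10 CPM to both sides, at 20 CPM or more. The marker lists were set before the data were examined, but these naming rules were set with the data in hand, and clustering was run under 14 settings. Scrublet (scanpy 1.11.5, expected rate 0.05) called 2 cells in A and 3 in B as doublets. Whether it worked on these libraries was not tested. With so few calls, doublets may remain among the cells.

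Levels are CPM of counts summed per library and group, and an SD is the spread over the 2 libraries. Shares of cells with a UMI were taken after drawing 2000 UMIs from each cell, which left out 229 of 10730 cells. The neighbour AUC used the 20 nearest glial cells of the same library. Differences between glial clusters were tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, library as a block, 4 residual degrees of freedom), each cluster against the mean of the others and the proliferating clusters against the other clusters, each cluster with the same weight. P-values were adjusted by Benjamini and Hochberg over 9982 genes, and a gene passed at 0.05. The edgeR step was tested on simulated counts for the proliferating comparison over 11605 genes: it recovered 88.1% of genes changed 1.5-fold, 97.0% of those changed 2-fold and 100.0% of those changed 4-fold, and 6.86% of its 204 calls were false. Only 200 genes were changed in the simulation, while 2332 were higher and 2658 lower of 9982 in the real comparison. These rates therefore need not hold for the real comparison. A marker planted in 1 glial cluster gave an AUC of 0.826 and a marker planted at random gave 0.520.

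The text names genes that the paper names for these cells, members of the lists set before the data were examined and, for each comparison, up to 10 genes with the largest change in each direction among those that passed, changed the same way in both libraries and reached 20 CPM. Leading genes of a cluster are given only to describe it. Alternatives were DESeq2 1.42.0, no filter on low counts, no library block, other quality limits, resolutions, variable genes, dimensions, thinning depths, numbers of neighbours and definitions of proliferating cells, and leaving out each library. Removing the 5% of cells with the highest Scrublet scores, and taking only proliferating clusters with Top2a over 1000 CPM, were added after seeing the data. A library left on its own leaves no residual degrees of freedom, so those values carry no test. Cell_SNI, Cell_crush, the bulk data, the joint labels and the developmental reference were not analysed here. Figures were drawn with matplotlib 3.10.9.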

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

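The tests of the dissociation genes and of fibroblasts and the gene-by-gene test of depth were chosen only after the results were seen, and the summed level of the repair genes in neurons had been seen before the test against neuronal RNA was written.

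UMIs of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were found in every cell class, 13014 in all, while the cells that passed quality control held 2 UMIs of Xist, which female cells express from the inactive X chromosome. The paper does not report on sex-linked genes. If cells of female mice made up a large part of the culture, many deeply sequenced cells would lack a Y-linked UMI, but of the 618 cells with 20000 or more UMIs only 1.78% lacked one (exact 95% binomial interval 0.892 to 3.16), which argues against it for these deep cells, most of them neurons. A loss of Xist counts in the processing remains open: no cell held more than 1 Xist UMI, which meets the bound set for it, but with so few cells lacking a Y-linked UMI the test could not have come out otherwise. No biological explanation beyond the sex of the mice was tested.

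Btc, which encodes the growth factor betacellulin, reached 118 CPM in glial cluster 2, against 3.40 ± 0.788 in neurons, is a gene outside those the paper discusses, and rose there with 7 other repair Schwann cell genes. RNA from neurons is argued against, since 7 of the 8 risen genes were lower in neurons than in cluster 2 in both libraries, except for Gap43, for which it stays open (neuron markers were also highest in cluster 2 among the glial clusters), and so are RNA from fibroblasts and fibroblasts in doublets, since all 8 were lower in fibroblasts. A stress response to dissociation stays open: the summed level of the dissociation genes in cluster 2 was 0.855 times that in cluster 0 but above that of the other glial clusters (2869 ± 8.06 CPM against 1581 ± 2.40 to 2501 ± 32.1), and 2 of them, Atf3 and Hspa1a, were among its leading genes. A difference in depth could not be decided from the summed genes, as the share of thinned cells with at least 3 of their UMIs was only 1.12 times that of the nearest cluster, a sum that Jun dominates. Gene by gene, 5 of the 8 had a thinned share over 1.5 times that of every other cluster in both libraries. For these (Btc, Ngfr, Gdnf, Olig1 and Runx2) this argues against depth, which stays open for Gap43, Jun and Sox2. The thinned share of Jun in cluster 2 was 77.1% in A and 79.8% in B, below 84.7% and 84.1% in the highest other cluster. For Sox2 it was 35.0% and 36.0%, below 43.7% and 40.1%. Jun and Sox2 therefore do not mark cluster 2 at equal depth. No biological explanation was tested.

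Gal, a neuropeptide gene that sensory neurons raise after axon injury, reached 3240 CPM in neurons, against 19.3 ± 0.435 in glia; the paper names Gal for other datasets and gives no value for the cultured neurons.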

How the results depend on the processing

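Of the values and counts that answer a comparison, 100 kept their side or stayed within their spread under an alternative and 40 moved, and of the single genes 260 stayed, 64 moved, 8 became significant, 2 lost significance and 4 changed direction. The cause was not tested for any of them. The libraries are 2, so a left-out library gives a value without a test.

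Quality control kept 2047 cells at a mitochondrial limit of 5%, 10860 at 20% and 10688 with at least 500 genes. At 5%, the shares were 65.7% glia, 14.0% neurons, 17.3% fibroblasts and 3.04% macrophages, and 54.3% of the glia were proliferating. Macrophages were 0.704% without the highest Scrublet scores, a choice made after seeing the data, as was Top2a over 1000 CPM.

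The share of proliferating glia was 35.2% with at least 500 genes, 29.8% at resolution 0.08, 34.2% with mean.var.plot, 33.1% with dispersion, 36.1% with 30 dimensions, 41.0% without the highest Scrublet scores, 75.4% for cells with at least 5 proliferation UMIs, 49.5% with at least 10, and 29.4% for clusters with Top2a over 1000 CPM. The cut-off of 5 UMIs does not tell dividing cells from others, so the 75.4% is not a share of dividing glia. Leaving out a library gave 37.7 to 42.8%.

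Thinned to 1000 UMIs, the AUC was 0.785 for Fabp7, 0.586 for Kcnj10, 0.643 for Ncmap, 0.936 for Top2a and 0.910 for Mki67. Without thinning it was 0.887, 0.685, 0.727, 0.968 and 0.981. With 50 neighbours it was 0.633 for Kcnj10, 0.719 for Ncmap, 0.966 for Top2a and 0.951 for Mki67.

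With DESeq2, 4693 genes passed in at least 1 glial cluster, 2244 in cluster 0, 2489 in cluster 1, 2426 in cluster 2, 777 in cluster 3, 1694 in cluster 4 and 3070 between proliferating and other glia.

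In proliferating glia, Fabp7 turned to -0.12 with 2 groups pooled, Kcnj10 to 0.0113 without the Scrublet calls, and Ncmap to 0.39 and Prx to 0.10 at resolution 0.5; of these only the Fabp7 value passed. Fabp7 no longer passed at resolution 0.08 (0.04) or with at least 5 proliferation UMIs (0.06). The latter cut-off does not tell dividing cells from others.

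Depth limits what can be said of Ncmap, found in 0.679% ± 0.0214 of glial cells after thinning; whether it caused any of these changes was not tested.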

Differences from the paper's values

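No value of the paper for Cell_culture differed from the value found here by more than 1.5 times. The barcodes and the median genes per cell of both libraries match. The paper's number of cells after quality control is 10563 and 10730 were kept here. None of the settings run gave the paper's number: the nearest, at least 500 genes, kept 10688. The paper's classes hold 9332 glial cells, 764 neurons, 385 fibroblasts and 82 macrophages, against 9450, 808, 389 and 83 here, and its share of glia, 88%, lies within the spread of 88.0% ± 1.05.

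Some statements differ from the values. The paper states that Kcnj10 is enriched in the in vitro glia, in a joint dataset of all cell types. Against the other cultured glia, a narrower reference, its log2 fold change in proliferating glia was -0.04, while against other cell types it was higher, with 113 ± 2.61 CPM against 15.8 ± 0.995 in neurons and 3.63 ± 2.20 in fibroblasts. Fabp7 was higher there at 0.75 with the same weight for each cluster, but lower with the cells pooled. Its level in each proliferating cluster lay between those of clusters 2 and 0. Top2a and Mki67 were higher too, but the group was chosen by cell cycle genes, so this is no test of the paper's statement. The paper describes Bcas1, Prx and Ncmap as not expressed in these cells, while the proliferating glia held 28.4 ± 1.07, 29.3 ± 0.213 and 1.93 ± 0.0616 CPM of them, against 3.05 ± 1.05, 2.88 ± 0.190 and 1.51 ± 0.425 in neurons. For Ncmap the level in proliferating glia was close to that in neurons, so its value does not go against the paper. The group compared here is defined in Cell_culture alone and is not matched to the paper's. The paper describes the SGC markers as showing no clear clustering and the Schwann cell markers as more dispersed. Fabp7 had an AUC of 0.834, above those of Bcas1 (0.646) and Prx (0.651), which were found in fewer cells. Kcnj10, at 0.621, lay below both on average, but in library A it lay above Prx (0.617 against 0.611). Without thinning, Kcnj10 (0.685) lay above Bcas1 (0.659) and Prx (0.670), but it was found in 43.7% of cells against 14.7% and 14.4%. As the AUC of Kcnj10 rose with detection, these values do not decide which of these genes is more dispersed. Ncmap was found in too few cells for its AUC to be compared. The methods give male and female mice for the culture, while the cells that passed quality control held 2 UMIs of Xist.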

Other observations

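Several genes that sensory neurons raise after axon injury were abundant in the neurons of the culture. Among the 11 neuronal injury genes, Gap43 reached 1982 ± 71.8 CPM (SD, n = 2 libraries) in neurons, Nts 2825 ± 92.6, Sprr1a 676 ± 72.1, Sox11 539 ± 3.66 and Atf3 389 ± 22.2. Others were lower, with Ecel1 at 103 ± 19.0 and Npy at 43.3 ± 3.19 CPM, and Jun, at 314 ± 11.5 CPM, was below its level in glia (910 ± 4.49). The peptide gene Calca of nociceptors reached 3206 ± 339 CPM, while Pvalb, a marker of proprioceptors, stood at 0.596 ± 0.376 CPM. No uninjured neurons were analysed here, so these are levels and not changes, and no test was run.

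Genes of cholesterol biosynthesis split the glial clusters. In edgeR all 15 were lower in cluster 2, while 14 were higher in cluster 0 and none was lower (15 adjusted over the list alone), with Hmgcs1 at log2 fold changes of -1.18 and 0.71. Of the 19 genes that the paper lists as regulated in common after injury, 15 were lower and 3 higher in cluster 2, and 15 were higher and 3 lower in cluster 0. Serpina3n was among them, at -2.83 in cluster 2 and 1.48 in cluster 0. The paper lists some of the 19 genes as higher after injury and others as lower, a direction that these counts leave out. Serpina3n is listed as higher, so cluster 2 went the other way for it. The cholesterol genes on the list are given as lower, as they were in cluster 2. The counts therefore do not show whether a cluster resembles injured SGCs. That list shares 5 genes with the cholesterol genes and 2 with the SGC genes, and the study chose it on other cells. Of 7 interferon genes, 4 were lower and none was higher in cluster 2, but with DESeq2 only 1 was lower. Gfap, a gene of activated glia, was found in 3.42% ± 0.0172 of glial cells after thinning and Gja1, a gap junction gene of SGCs, in 4.83% ± 0.223.

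Genes of Schwann cell precursors were mostly lower in the proliferating glia than in the other cultured glia: of 11 tested, 9 were lower and 1, Itga4, was higher (0.60; with DESeq2 6 were lower and 1 higher; in the proliferating cluster 3 alone 4 were higher and 3 lower than in the mean of the other clusters, and 4 each adjusted over the list alone), with Foxd3 at -0.25 in edgeR. In cluster 2, 8 were higher and 2 lower (9 higher adjusted over the list alone). The list shares 3 genes with the repair Schwann cell genes. None of the 7 chromaffin or bridge cell genes had enough counts to be tested, with a summed level of 2.17 ± 0.818 CPM in glia. The paper's comparison with embryonic cells was not run here.

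A hypothesis was tested that proliferation is as frequent among glial cells with a Fabp7 UMI as among those without, which would go with Fabp7 marking no separate, resting group. After thinning, 50.7% ± 0.740 of cells with a Fabp7 UMI and 47.6% ± 2.30 of cells without had at least 10 UMIs of the proliferation genes. The difference was 3.16 percentage points on average, 1.01 in library A and 5.31 in library B, so the hypothesis could not be decided: the bound set beforehand was a difference under 5 points in both libraries.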
